A study of Danio rerio with 6 samples.

How the data were processed

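Total RNA from zebrafish (*Danio rerio*) embryos at 1 day post-fertilisation was depleted of ribosomal RNA and sequenced as paired 100-base reads on an MGISEQ-2000 instrument, per the labels' protocols. The 6 libraries fall into 3 labelled control and 3 labelled knockdown, from the sample titles. The description of the third control sample repeats the replicate number of the second, and the number in its title was used. The authors deposited one table of raw read counts with 1 row per gene name and 1 column per library. The labels and the table do not state the aligner, the counting tool, the genome build, the annotation or whether counting used the strand, so no coordinates are given and overlapping or antisense genes cannot be separated. Each column was matched to its sample through the library name in the sample's description. Of the row names, 5998 have a second row with the suffix -2. No blank, total or no-feature row was found, so no row was left out of the library sizes. Gene GC content and transcript length were not used here. Gene neighbours were taken from RefSeq's GRCz12tu gene order, to which 84.7% of the tested genes matched by name or older name.

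Counts were filtered with edgeR's filterByExpr by group (minimum count 10, minimum total 15) and normalised with TMM factors. They were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test (estimateDisp, then glmQLFit with robust=TRUE and glmQLFTest) over all 6 libraries with group as the only term. P-values were adjusted with the Benjamini-Hochberg method over the 15607 genes tested. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F, and its confidence interval from the t distribution with the fitted degrees of freedom. CPM values use the TMM-scaled library sizes, and log2 CPM values a prior count of 2. The common dispersion corresponded to a biological coefficient of variation of 13.5%, and the median standard error of a log2 fold change was 0.22. A group with all libraries at or under 3 counts was set to 3 counts per library and its fold change given as a bound.

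The design, the processing alternatives, the 11 gene lists and the rule for named genes were fixed before the data were examined. The rule names *rapgef1b* and *rapgef1a*, and up to 6 called members with the largest change in the neural crest and presomitic mesoderm lists and up to 2 in each other list. It also names the 6 called genes with the highest and the 6 with the lowest log2 fold change among genes with at least 5 CPM in the higher group, groups that do not overlap and a symbol that is not a clone name. The lists came from general knowledge of zebrafish genes. They were tested with camera (limma 3.58.1; preset inter-gene correlation 0.01, two-sided), adjusted over the 11 lists, with fry and with camera at an estimated correlation as alternatives.

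The alternatives were DESeq2 1.42.0, limma-voom, other scaling factors (DESeq2 size factors, upper quartile, library size alone), no filter or at least 10 counts in every sample, library sizes without the 50 most abundant and the mitochondrial genes, robust=FALSE, the replicate number as a block, and leaving out each library in turn. Thinning every library to the total of the smallest was added after the data were seen. The labels give no sequencing batch.

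The count test was tested on simulated data drawn for 15220 genes from the means, library sizes and dispersions of these libraries. Of 198 genes changed by 1 on the log2 scale, 72.7% were recovered, and 98.8% of the 86 at or above 5 log2 CPM, with 10 unchanged genes called. A list shifted by 0.5 was recovered with a median of 0.46, and 0 of the unshifted lists had a camera p-value under 0.05. The simulated genes were drawn independently of each other, so this does not test camera on lists whose genes vary together. Total counts from 2042600 to 3809123 limit the precision for genes with few counts. Confidence intervals cover the spread between 3 libraries per group. Figures were drawn with matplotlib 3.10.9.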

Results

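RNA was sequenced from zebrafish embryos at 1 day post-fertilisation, from 3 samples labelled control (wild type) and 3 labelled as depleted of *rapgef1b*. *rapgef1b* is a zebrafish gene for an exchange factor of Rap GTPases, and *rapgef1a* is its paralog. The study's title asks about neural crest specification and the patterning of the presomitic mesoderm, the unsegmented tissue that gives rise to the somites. The neural crest is the migratory population that forms pigment cells, among other derivatives. The labels do not state the depletion reagent, and they do not say whether the control embryos received a control reagent. The table of read counts held 47445 rows, of which 31075 had at least 1 count.

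Libraries were shallow. Control replicates 1, 2 and 3 had totals of 3809123, 3190963 and 2042600 counts. The libraries labelled knockdown had 2232625, 2208355 and 2118413 counts in replicates 1, 2 and 3. The pair of mitochondrial ribosomal RNA genes took from 4.91% of the counts in knockdown replicate 3 to 8.85% in control replicate 3. Pairs of libraries within a group correlated at r = 0.954 to 0.98 across the 15607 tested genes on the log2 scale of CPM, the count scaled to a common library size. Genes are not independent replicates, so these values describe the libraries only. Differences within groups exceeded sampling noise, with a chi-square per degree of freedom from 3.27 to 7.65, so no library was treated as deposited more than once. These values do not show whether the libraries came from separate pools of embryos. The first principal component held 41.8% of the variance and separated the groups. Control libraries lay between -25.2 and -22.7 on it, and knockdown replicates 1, 2 and 3 lay at 19.3, 5.48 and 46.0.

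The targeted gene was examined first. *rapgef1b* was not lower in the libraries labelled knockdown. Its level was 111 ± 1.49 CPM (SD, n = 3) in controls and 131 ± 20.8 CPM (SD, n = 3) in the libraries labelled knockdown. The log2 fold change was 0.24 with a standard error of 0.14 and a 95% confidence interval from -0.052 to 0.53. The adjusted p-value was 0.386 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Replicate 2 of the libraries labelled knockdown had 107 CPM, below all 3 controls, and replicates 1 and 3 had 144 and 142 CPM, above all of them. The alternative that moved the estimate most left out knockdown replicate 2 and gave 0.35, with no call. The paralog *rapgef1a* had 39.9 ± 3.77 CPM in controls and 34.8 ± 7.22 CPM in the libraries labelled knockdown (SD, n = 3 each). Its log2 fold change was -0.19 with a standard error of 0.18 and an adjusted p-value of 0.638, and it was -0.36 without knockdown replicate 2 and -0.060 without knockdown replicate 3. Because *rapgef1b* was not lower, the groups are named below by their labels, and every direction is that of the libraries labelled knockdown against the controls.

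**Figure D1:**
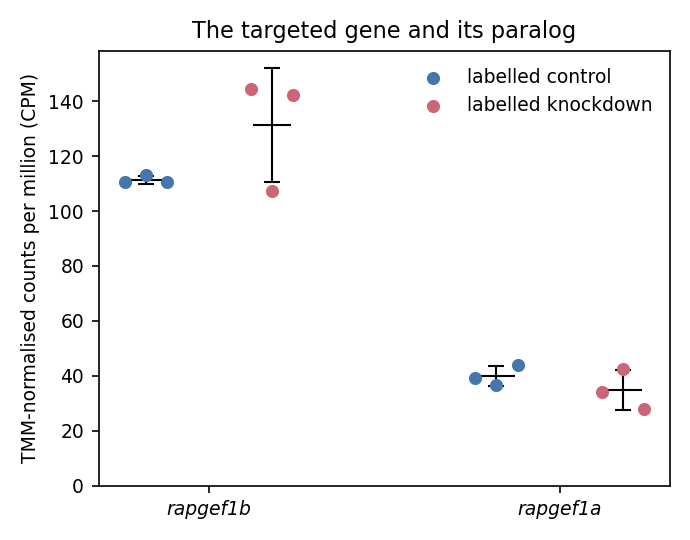
Normalised read counts (CPM) of *rapgef1b* and *rapgef1a* in each of the 6 libraries; points are libraries, horizontal bars are group means and error bars are 1 SD (n = 3). For *rapgef1b*, knockdown replicates 1 and 3 lie above the controls at 144 and 142 CPM and replicate 2 lies below them at 107 CPM.

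The comparison of the libraries labelled knockdown with the controls called 669 of 15607 tested genes at an adjusted p-value under 0.05. Of these, 314 were higher and 355 were lower in the libraries labelled knockdown. At an unadjusted p-value under 0.05 the number was 2826. A change of at least 2-fold was seen in 250 of the called genes, 108 higher and 142 lower. In 661 of the 669, all knockdown values lay on one side of all control values. Over the tested genes, 23.2% had groups that did not overlap, where chance gives 10%. The median log2 fold change of all tested genes was 0.011. The number of calls changed when single libraries were left out. Such fits hold fewer libraries and have less power, so a lost call does not by itself show that an estimate changed. The number of calls was 247, 219 and 366 genes without control replicates 1, 2 and 3. Leaving out knockdown replicates 1, 2 and 3 gave 637, 914 and 366 genes. Genes called higher ranged from 93 without control replicate 1 to 405 without knockdown replicate 2, and genes called lower from 122 without control replicate 2 to 509 without knockdown replicate 2. Genes changed at least 2-fold ranged from 147 without control replicate 2 to 397 without knockdown replicate 2. With library sizes alone, without scaling factors, 59.3% of the calls were higher, against 46.9% with TMM factors.

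**Figure D2:**
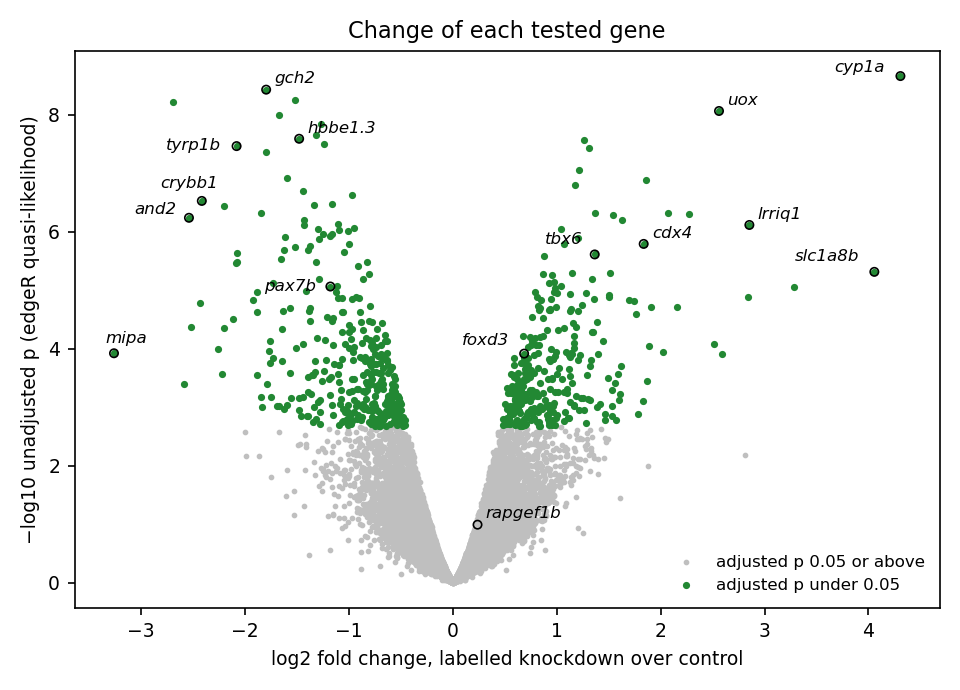
Log2 fold change (x axis) against -log10 of the unadjusted edgeR p-value (y axis) for the 15607 tested genes; green points have an adjusted p-value under 0.05 and circled genes are named. The 314 higher and 355 lower genes lie on both sides, *cyp1a* is the rightmost point at 4.31 and *rapgef1b* lies among the uncalled genes.

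Among the 6 named genes with the largest rise, *cyp1a*, a cytochrome P450 gene, went from 14 ± 0.74 CPM to 279 ± 102 CPM (SD, n = 3 each). Its log2 fold change was 4.31 with a standard error of 0.27 and an adjusted edgeR p-value of 2.37e-05. *uox*, the urate oxidase gene, rose from 8.59 ± 2.19 CPM to 51.1 ± 17.6 CPM, with a log2 fold change of 2.56, a standard error of 0.26 and an adjusted p-value of 2.69e-05. *slc1a8b* had at most 2 counts in any control library and 13 to 15 counts in each library labelled knockdown. Set against 3 counts per control library, this is at least 5.91-fold higher. *ponzr5-2*, *lrriq1* and *atp8b2* also rose, by 3.28, 2.85 and 2.59 on the log2 scale, from means of 2.06 CPM or less. Each of these 3 names has a second row in the table, so their reads can be split between copies and their levels are uncertain. *atp8b2* lost its call without control replicate 1 or 2, at adjusted edgeR p-values of 0.091 and 0.0866 (range over its alternatives from 9.71e-05 to 0.091).

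The 6 with the largest fall were *mipa*, *and2*, *xirp2b*, *cryba4*, *crybb1* and *gucy1a2*. *crybb1*, a lens crystallin gene, went from 30.3 ± 0.53 CPM to 5.59 ± 3.68 CPM (SD, n = 3 each), a log2 fold change of -2.42 with a standard error of 0.32 and an adjusted edgeR p-value of 0.000222. *mipa* had the lowest log2 fold change, -3.26, with a standard error of 0.69. It rested on 14 to 22 counts per control library and on 0, 4 and 0 counts in the libraries labelled knockdown, and it also has a second row, so its level is uncertain. It lost its call without control replicate 2, at an adjusted edgeR p-value of 0.0673 (range over its alternatives from 2.92e-05 to 0.0673). *and2*, *xirp2b*, *cryba4* and *gucy1a2* had log2 fold changes of -2.54, -2.53, -2.44 and -2.26. Without knockdown replicate 2, the log2 fold change of *cryba4* was -3.68. In that fit *mipa* and *gucy1a2* had at most 3 counts in each remaining library labelled knockdown, so their folds there are bounds only and are not given.

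The neural crest question was addressed with a list of 28 genes of neural crest specification, 26 of which passed the count filter. As a set, the list did not differ detectably. Its median log2 fold change was -0.12 (-0.074 without knockdown replicate 1), with 9 members higher and 17 lower, and the adjusted p-value of the competitive set test camera was 0.383. Members went both ways. Over all genes tested, 5 were called, 1 higher and 4 lower, and 8 were called when p-values were adjusted over the list alone. *foxd3* rose from 47.9 ± 3.21 CPM to 77.3 ± 4.26 CPM (SD, n = 3 each), with a log2 fold change of 0.69, a standard error of 0.14 and an adjusted edgeR p-value of 0.00923. *pax7b* fell from 57.7 ± 2.33 CPM to 25.3 ± 8.29 CPM, with a log2 fold change of -1.18, a standard error of 0.20 and an adjusted p-value of 0.00174. *tfap2e*, *dlx2a* and *crestin* had log2 fold changes of -1.02, -0.67 and -0.55 and adjusted edgeR p-values of 0.0429, 0.0418 and 0.037. These last 3 were near the threshold. Each lost its call without any 1 of the 3 control replicates, among other alternatives. In those 3 fits the log2 fold change of *tfap2e* ran from -1.08 to -0.957. That of *dlx2a* ran from -0.752 to -0.599 and that of *crestin* from -0.599 to -0.481. Over their alternatives, the adjusted p-value ranged from 0.0168 to 0.184 for *tfap2e*, from 0.0146 to 0.213 for *dlx2a* and from 0.00719 to 0.204 for *crestin*, with the highest value without control replicate 2 for *tfap2e* and *dlx2a* and without control replicate 1 for *crestin*. *foxd3* lost its call without control replicate 1 or control replicate 3, at adjusted p-values of 0.0612 and 0.0555 (range from 0.00334 to 0.0612). *pax7b* kept its call under each alternative tried.

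The question about the presomitic mesoderm was addressed with 36 genes of that tissue and of segmentation. Of these, 33 had a row in the table and 24 were tested. The list lay higher in the libraries labelled knockdown, with a median log2 fold change of 0.38, 18 members higher and 6 lower. The adjusted camera p-value, with its preset correlation of 0.01 between genes, was 1.41e-05. This call did not hold under the rotation test fry, at an adjusted p-value of 0.0664, or with a correlation estimated from the data, at 0.149. The median was 0.24 without knockdown replicate 3, 0.60 without knockdown replicate 2 and 0.64 without control replicate 3. The median of the members was above the control mean in 3 of 3 libraries labelled knockdown, by 0.34, 0.15 and 0.47 on the log2 scale. Over all genes tested, 5 members were called, all higher, and 11 were called when adjusted over the list alone. The 11 included *her12*, which was lower, with a log2 fold change of -0.62. *cdx4* rose from 14 ± 4.46 CPM to 48.7 ± 15.7 CPM (SD, n = 3 each), with a log2 fold change of 1.84, a standard error of 0.26 and an adjusted edgeR p-value of 0.00053. *tbx6* rose from 36.7 ± 4.13 CPM to 94.4 ± 30.4 CPM, with a log2 fold change of 1.36, a standard error of 0.20 and an adjusted p-value of 0.000686. *msgn1*, *tbx16* and *snai1a* had log2 fold changes of 1.56, 1.5 and 0.71, with adjusted edgeR p-values of 0.0188, 0.00222 and 0.0265. *msgn1* moved most with 1 library, to 1.00 with an adjusted p-value of 0.0928 without knockdown replicate 3. *snai1a* lost its call without control replicate 1, at 0.17, without control replicate 2, at 0.137, and without knockdown replicate 3, at 0.133. *msgn1* also lost it without control replicate 1, 2 or 3, at 0.0602, 0.114 and 0.0566. The adjusted p-value ranged from 1.94e-06 to 0.114 for *msgn1* and from 0.00288 to 0.17 for *snai1a* over their alternatives. *cdx4*, *tbx6* and *tbx16* kept their calls under each alternative tried.

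**Figure D3:**
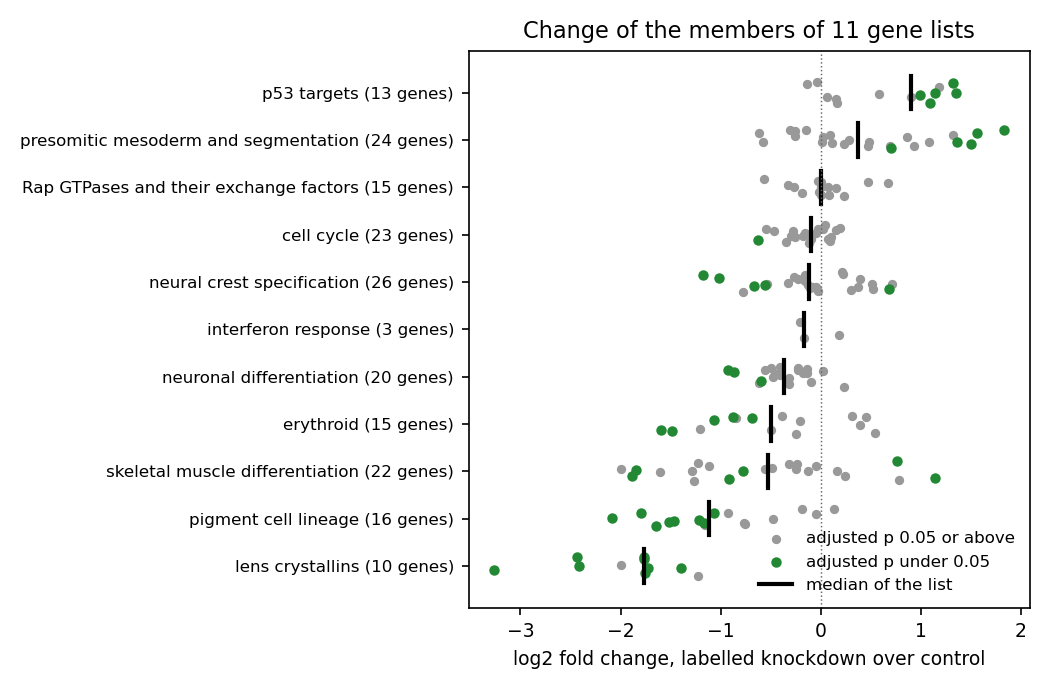
Log2 fold change of every tested member of 11 gene lists; each point is a gene, green points have an adjusted p-value under 0.05 and black bars are list medians. Medians run from -1.77 for the lens crystallins to 0.90 for the p53 targets, and members of the neural crest list lie on both sides of 0.

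Derivatives of both tissues were examined with further lists, again with camera and its p-values adjusted over the 11 lists. The pigment cell lineage, a derivative of the neural crest, had a median log2 fold change of -1.11 over 16 genes, 15 of them lower, and an adjusted camera p-value of 3.69e-18. Of its members, 8 were called over all genes tested and 11 when adjusted over the list alone. *tyrp1b* fell from 57.8 ± 11.3 CPM to 13.7 ± 5.75 CPM and *gch2* from 137 ± 27.4 CPM to 39.4 ± 9.27 CPM (SD, n = 3 each). Their log2 fold changes were -2.08 and -1.80, with standard errors of 0.24 and 0.18 and adjusted edgeR p-values of 4.5e-05 and 2.37e-05. The RNA came from embryos rather than isolated cells, so the pigment list cannot show in which cells its genes fell. Skeletal muscle differentiation, downstream of the somites, had a median of -0.52 over 22 genes, 17 of them lower, with an adjusted camera p-value of 8.17e-10. Its calls over all genes were 4 lower and 2 higher, and 12 members were called when adjusted over the list alone. The 2 higher were *myf5* and *myog*, with log2 fold changes of 1.15 and 0.76 and adjusted edgeR p-values of 0.0186 and 0.0225. *myhz2* and *pvalb1* had log2 fold changes of -1.89 and -1.85 and adjusted edgeR p-values of 0.002 and 0.000278. *myhz2* belongs to a family of similar myosin genes, so its count is uncertain. It lost its call without knockdown replicate 1, at 0.0507 (range over its alternatives from 3.43e-31 to 0.0507).

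Lens crystallin and lens fibre genes had the lowest median, -1.77 over 10 genes, all lower, with an adjusted camera p-value of 3.13e-21. Erythroid genes had a median of -0.50 over 15 genes, 11 of them lower, and an adjusted camera p-value of 4.02e-06. Neuronal differentiation genes had a median of -0.36 over 20 genes, 18 of them lower, and an adjusted camera p-value of 1.41e-05. *hbae1.3* and *hbbe1.3* had log2 fold changes of -1.60 and -1.48, with adjusted edgeR p-values of 0.0315 and 4.22e-05. The globin genes are near-identical copies, so their counts are uncertain. *ascl1a* and *phox2bb* had log2 fold changes of -0.93 and -0.87, with adjusted edgeR p-values of 0.0296 and 0.0153. Among the fits without 1 library that lost calls, the highest adjusted p-values were without control replicate 2 for *hbae1.3*, at 0.202, and *ascl1a*, at 0.184, and without control replicate 1 for *phox2bb*, at 0.0936. The lowest over their alternatives were 0.00262, 0.00471 and 0.00423.

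Of the lists not tied to a tissue, the p53 targets lay higher, with a median of 0.90 over 13 genes, 11 of them higher, and an adjusted camera p-value of 2.46e-07. The median was 0.45 without a filter on low counts and 0.73 with at least 10 counts in every sample. *mdm2* and *phlda3* had log2 fold changes of 1.35 and 1.33 and adjusted edgeR p-values of 0.00523 and 0.0104. *mdm2* has a second row, which leaves its level uncertain. The second row, *mdm2-2*, was also called higher, from 26.9 ± 9.38 CPM to 53.1 ± 12.2 CPM (SD, n = 3 each). Its log2 fold change was 1.02, with an adjusted edgeR p-value of 0.0127. Without control replicate 2, *mdm2* and *phlda3* lost their calls, at 0.0568 and 0.0812. *phlda3* also lost its call without control replicate 1, at 0.0602, and without knockdown replicate 2, at 0.0542. Over the alternatives, the adjusted p-value ranged from 0.000101 to 0.0568 for *mdm2* and from 9.23e-05 to 0.0812 for *phlda3*. Calls over all genes tested and calls adjusted over the list alone were 8 and 10 for the lens, 5 and 9 for the erythroid, 3 and 6 for the neuronal and 5 and 8 for the p53 list. The cell cycle list had a median of -0.10 over 23 genes and an adjusted camera p-value of 0.0613. That list was called without control replicate 2 or 3, at 0.0406 and 0.0223, and without knockdown replicate 2 or 3, at 0.0454 and 0.00324. Its median ranged from -0.16 without control replicate 3 to -0.027 without knockdown replicate 1. Of its members, 1 was called over all genes tested and 3 were called when adjusted over the list alone. The called member, *rrm1*, had a log2 fold change of -0.62 and an adjusted edgeR p-value of 0.0382, and lost its call in 5 of the 6 fits without 1 library, at up to 0.171 without control replicate 1. The genes of Rap GTPases and their exchange factors had a median of 0.003 over 15 genes and an adjusted camera p-value of 0.947, with no member called either way. Its direction changed without control replicate 2 or 3 or knockdown replicate 3, at adjusted camera p-values of 0.844, 0.976 and 0.797. Only 3 of the 20 interferon response genes passed the filter. Their median was -0.17 with an adjusted camera p-value of 0.947 and no member called, and it was -0.41 without knockdown replicate 2 and -0.049 without knockdown replicate 3, where the test's direction changed at 0.873. Under fry, the pigment, lens and p53 lists kept an adjusted p-value under 0.05, at 0.0371, 0.0373 and 0.0371. The muscle, neuronal and erythroid lists did not, at 0.0664 each. With a correlation estimated from the data, no list passed, and the smallest adjusted p-value was 0.0871.

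The size of the list changes differed between the libraries labelled knockdown. The median of the lens list deviated from the control mean by -1.96, -0.83 and -2.75 on the log2 scale in replicates 1, 2 and 3. The pigment list deviated by -0.97, -0.71 and -1.47. The p53 list ranked the replicates otherwise, with deviations of 0.52, 0.99 and 0.67. Whether the replicates differed was not tested. Each of these 9 values lay outside the range of the 3 control libraries. This did not hold for the erythroid list, where knockdown replicate 2 deviated by -0.134, inside the control range from -0.135 to 0.174.

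**Figure D4:**
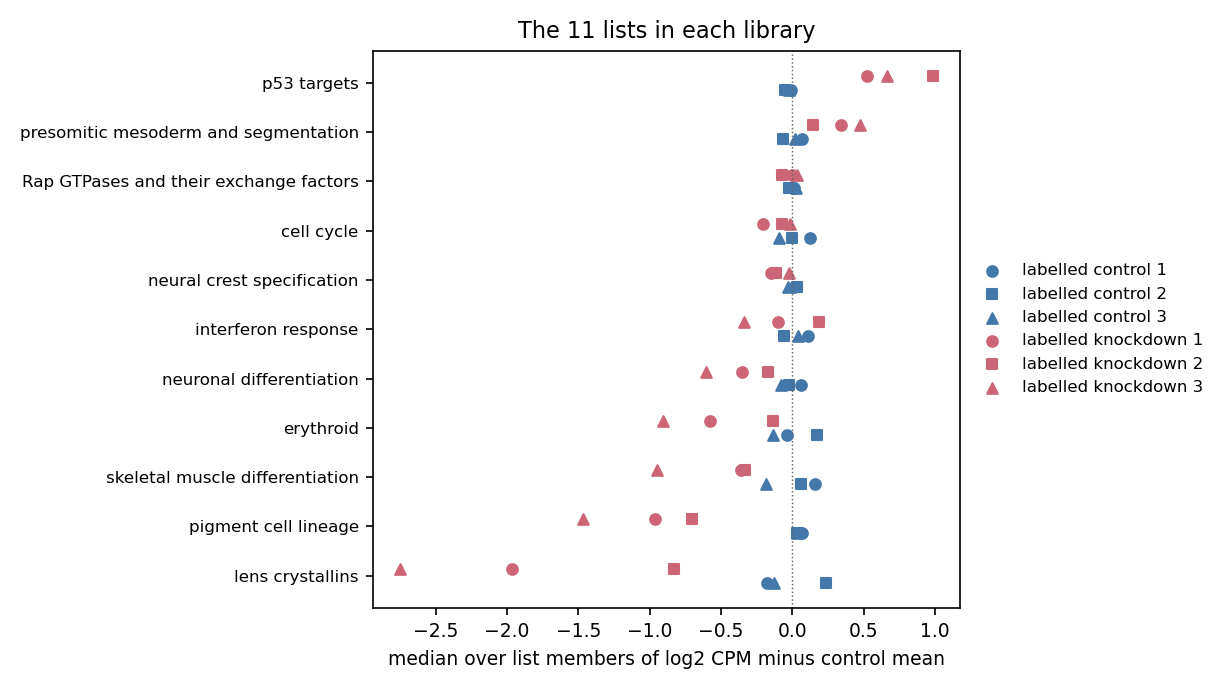
Median over the members of each list of log2 CPM minus the control mean (x axis), in each of the 6 libraries; colours are groups and shapes are replicates. Knockdown replicate 2 lies nearest 0 for the lens list, at -0.83, and farthest from 0 for the p53 list, at 0.99.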

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

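The test on counts thinned to the smallest library was chosen after seeing the data, and the other alternatives were chosen before. The change of *rapgef1b* stayed between 0.16 and 0.35 on the log2 scale and was not called under the 11 alternatives with all 6 libraries or the 6 fits without 1 library.

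The number of called genes was 669. It was 481 under DESeq2, 617 under limma-voom, 608 with at least 10 counts in every sample and 564 after thinning to the smallest library. Of the 669, 443 were shared with the DESeq2 calls, 575 with limma-voom and 526 with the thinned counts. Without a filter on low counts, 1010 genes were called, 660 of them shared, and 572 were lower. DESeq2 called 203 genes higher. Without the filter 31075 genes were tested instead of 15607. DESeq2 also started from the 31075 genes rather than the 15607, so its count of calls rests on another set of genes. The cause of the DESeq2 difference was not tested. With library sizes alone, 59.3% of 697 calls were higher, against 46.9% of 669. The median log2 fold change of all genes moved from 0.011 to 0.067 under this scaling, which by construction raises every gene's estimate by about the same amount.

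Across the 6 fits that each left out 1 library, called genes ranged from 219 to 914, genes higher from 93 to 405, genes lower from 122 to 509 and genes changed at least 2-fold from 147 to 397. Fits without a control library gave 247, 219 and 366 calls for control replicates 1, 2 and 3. The fit without knockdown replicate 2 gave 914, and 574 of the 669 calls were among them. Among the 34 named genes other than *rapgef1b*, 47 results of these 6 fits lost a call, 157 did not and 0 reversed. With fewer libraries, a call can be lost through lower power as well as through a smaller estimate. Under the other alternatives, 12 results lost their call, over 5 genes (*tfap2e*, *dlx2a*, *crestin*, *ascl1a* and *hbae1.3*), and 345 did not change side. Another 17 gave no value, 6 of them under DESeq2 and 11 with at least 10 counts in every sample. The 6 were *hbae1.3*, *mipa*, *slc1a8b*, *ponzr5-2*, *atp8b2* and *gucy1a2*. DESeq2 gave them no adjusted p-value and so did not call them.

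With the replicate number as a block, 773 genes were called, 644 of them among the 669, and the presomitic mesoderm list had an adjusted camera p-value of 8.64e-07. The labels do not say that the numbers pair the samples, and same-numbered libraries did not deviate together (correlations of -0.014, 0.0661 and 0.0685 across genes, which are not independent replicates). The replicate block changed no call among the named genes or the 11 lists.

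The list results depended most on how the correlation between genes was treated. Under fry, the presomitic mesoderm, muscle, neuronal and erythroid lists had adjusted p-values of 0.0664 each. With camera and an estimated correlation, the adjusted p-values were 0.149 for the presomitic mesoderm list, 0.0871 for the pigment and p53 lists, 0.0883 for the lens list, 0.148 for the muscle list, 0.162 for the neuronal list and 0.149 for the erythroid list. A correlation estimated from 6 libraries is itself uncertain. The neural crest list stayed above 0.05 throughout, from 0.133 under fry to 0.543 without knockdown replicate 1. Directions of the 7 lists called with camera held under each alternative that gave list values, which DESeq2, limma-voom and robust=FALSE did not. No lens gene passed a minimum of 10 counts in every sample, so that alternative gave no value for the lens list.

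The cell cycle list crossed the threshold under upper quartile factors, at 0.0498, and without a filter, at 0.017. Its leave-one-out fits ranged from 0.00324 to 0.436. The interferon and Rap lists changed direction under some alternatives without being called. The interferon list gave 0.54 without a filter and from 0.543 to 0.873 in the leave-one-out fits. The Rap list gave 0.997 with at least 10 counts in every sample, 0.948 after thinning and from 0.694 to 0.976 in the leave-one-out fits. The causes were not tested.

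Depth limits the data for genes with few counts. In simulated data at this depth, 72.7% of genes changed 2-fold were recovered, and 98.8% of those at or above 5 log2 CPM.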

Other observations

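The tests of control material and depth in knockdown replicate 2, tail bud tissue, abundant genes, a failed depletion, libraries of one group, swapped groups, the knockdown reagent and second gene copies were chosen after the result was seen.

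The labelled split of the 6 libraries gave the most calls. Of the 10 splits into 3 against 3, 1 (the labelled one) gave as many as 669 called genes, 1 as many higher, 1 as many lower and 1 as many changed at least 2-fold, and the highest count of the other 9 was 2. For the presomitic mesoderm, pigment, muscle, neuronal, p53, erythroid and lens lists, 1 split (the labelled one) gave a camera p-value as small. The smallest unadjusted camera p-value of another split was close for the presomitic mesoderm list, at 2e-05 against 8.99e-06. It was also close for the erythroid list, at 3.15e-06 against 1.83e-06, and the neuronal list, at 1.39e-05 against 8.41e-06. The gap was wider for the other lists, as for the lens, at 4.07e-11 against 2.85e-22. Small camera p-values at the preset correlation thus also arose in splits other than the labelled one. For the neural crest, cell cycle, interferon and Rap lists, 3, 5, 8 and 10 of the 10 splits did. With 10 splits the share cannot go below 0.1.

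*rapgef1b* transcript was not reduced in libraries labelled as depleted of it. That all 6 libraries are replicates of one group is argued against by the 669 genes called in the labelled split, against at most 2 in any other. This count shows only that the groups differ. A full swap of the labels gives the same split, so the count says nothing about it. Under a swap *rapgef1b* would be lower in the depleted group by at most 0.53 on the log2 scale, the upper confidence bound, and a swap cannot be told apart from the labelled design where the reagent leaves the transcript in place. Insufficient depth is argued against by the confidence interval, whose lower bound was -0.0519 on the log2 scale and so excludes a 2-fold fall. A reagent that blocks translation or splicing and leaves the transcript countable may explain the value of 0.24. It cannot be told apart from a failed depletion between groups that differ in stage or clutch, since gene counts hold no splice junctions and no protein levels.

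By their medians, the segmentation list lay higher while the lens, pigment, muscle, neuronal and erythroid lists lay lower. Within the muscle list, *myf5* and *myog* were called higher. A candidate explanation is that the embryos labelled knockdown were developmentally younger. It predicts that other genes of earlier stages lie higher and other genes of later stages lie lower. Lists of 24 early and 33 late genes, drawn from general knowledge with no gene shared with the 11 lists, were written after the pattern was seen and before their own values were looked up. All of the 16 tested early genes were higher, with a median log2 fold change of 0.62 (unadjusted fry p of 0.0226). Of the 16 tested late genes, 15 were lower, with a median of -0.54 (unadjusted fry p of 0.0099). Before adjustment, the presomitic mesoderm, muscle and neuronal lists had fry p-values of 0.0362, 0.034 and 0.0259, against 0.0664 each after it. The early minus late difference of 1.16 was above all of 10000 pairs of random lists matched on mean expression. The random genes were drawn independently, so genes that vary together can exceed them for reasons other than a delay. The directions of the early and late lists are those that a delay predicts, as a hypothesis found and tested on the same libraries. Several of the early genes are also tail bud genes, and the lists rest on no time course. Within the neural crest list, the early markers *foxd3*, *snai1b* and *sox10* had log2 fold changes of 0.69, 0.52 and 0.52 (adjusted edgeR p-values of 0.00923, 0.0531 and 0.0617), while the pigment list had a median of -1.11. These 3 genes were picked after their values were seen. Of the 26 tested members of that list, 9 were higher and 17 lower, among them *pax7b* at -1.18 and *pax7a* at -0.78. The 3 genes therefore do not show that neural crest specification genes as a set lay higher. A larger share of tail bud tissue as the whole cause would dilute all other tissues by one factor. It is argued against by the difference of -1.41 between the medians of the lens and neuronal lists, whose members do not overlap (highest lens member -1.23, lowest neuronal member -0.93). A contribution of tail bud tissue to part of the pattern stays open. Greater depth of control replicates 1 and 2 is argued against by thinning to one total, after which 4 of 4 lists (presomitic mesoderm, pigment, lens, muscle) kept their direction and call, with adjusted camera p-values up to 6.31e-05. A few abundant genes taking most of the counts would shift all other genes alike. This is argued against by the difference of 2.15 between the medians of the presomitic mesoderm and lens lists, whose members do not overlap (lowest presomitic mesoderm member -0.62, highest lens member -1.23). A specific effect of the depletion on each of these tissues stays open and was not tested, and the samples hold no second time point that could tell it from a general delay.

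Knockdown replicate 2 lay nearest the controls, at 5.48 on the first principal component. Control material in that sample would shrink its relative changes in CPM by one factor. The p53 list's mean relative change in replicate 2 was 152% of that in the other 2 libraries labelled knockdown (95% bootstrap interval over genes from 110% to 219%) and that of *cyp1a* was 101%. The lens list gave 60.2% (52.5% to 67.9%), which argues against such mixing as the whole cause. Among the 6 lists other than p53, the value was 32.5% for the presomitic mesoderm (9.08% to 45.7%) and 68.9% for the pigment list (49.8% to 85.1%). The neuronal list gave 34.4% (0.0822% to 62.4%) and the erythroid list 42.1% (-29.4% to 71.1%). Both of these intervals overlapped each of the others among the 6 lists. The muscle list gave 90.5% with an interval from -312% to 469%, which decides nothing. Against the other 2 libraries together, the presomitic mesoderm interval shared no value with the pigment and lens intervals. This argues against one factor for these 6 lists. The margin was narrow against replicate 1 alone, where the presomitic mesoderm interval ended at 64.4% and the pigment interval began at 67.6%. The lens interval began at 55% there and overlapped that of the presomitic mesoderm. Against replicate 3 alone the presomitic mesoderm interval ended at 39.4% and the lens interval began at 50.2%. The pigment interval began at 37.6% there and overlapped that of the presomitic mesoderm. Of the 6 lists, no pair stayed apart against each replicate taken alone, so this argument is weak. These intervals cover the choice of genes and not the variation between embryo pools, so some control material beside other differences stays open. Its depth of 2208355 counts lay between those of the other libraries labelled knockdown, which argues against depth. The difference between embryo pools in stage or in dose of reagent stays open and was not tested.

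The p53 target list lay higher, with a median of 0.90 (0.45 without a filter on low counts). A response to the knockdown reagent itself is a candidate explanation, since such reagents can induce p53 targets. It cannot be told apart from an effect of losing the protein, because the labels give no group with a control reagent.

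*cyp1a* had the highest fitted log2 fold change of the genes named by rule, from 27 to 55 counts per control library to 398, 611 and 815 counts in the libraries labelled knockdown. Activation of the aryl hydrocarbon receptor, whose best known target is *cyp1a*, may be the cause. Of 11 other targets listed before their own values were looked up, 7 were tested, with a median log2 fold change of 0.33, at the 95.5th percentile of 10000 matched random lists (middle 95% from -0.35 to 0.38). The unadjusted fry p-value of the list was 0.00971. Of the 7, 4 were higher and 3 lower. *foxq1a*, *tiparp* and *cyp1d1* were called higher, at 2.02, 0.97 and 0.92. The other 4 were too low to test. *ahrra* had 1 count in each control library and 4, 16 and 6 counts in the libraries labelled knockdown. *cyp1c2* went the other way, with 9, 5 and 0 counts in controls and 1, 2 and 3 in the libraries labelled knockdown. *ahrrb* had 3 counts over all 6 libraries, and *cyp1b1* was listed at 0 throughout. The explanation and its absence cannot be told apart with so few expressed targets.

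Changed genes could also mark a strain or clutch difference between the groups, which would place them side by side on chromosomes. By gene order in RefSeq's GRCz12tu assembly, which 84.7% of tested genes matched by name or older name, 27 neighbouring pairs were called in one direction, against 13.6 on average in 10000 shuffles of the calls (one-sided permutation p of 2e-04). Without neighbours that share a name stem, 19 pairs were called, against 13.1 on average (middle 95% from 7 to 20, one-sided permutation p of 0.07). The name rule did not remove all related neighbours. The 19 still included the globin pair *hbbe1.3* and *hbae1.3* and the myosin pair *myhz2* and *myhc4*. A variant at a few loci cannot be told apart from chance at this number of pairs.

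Some genes were listed near 0. These were chosen after their values were seen. *cdk1* and *plk1* had 1 count each over all 6 libraries, and *ckma*, *aldh1a2* and *gata1a* were listed at 0. All 5 names have a second row with the suffix -2 that is also near 0. Reads that match both copies may have been discarded in counting. Of ribosomal protein and proteasome genes, which all cells use, 48.0% of the 25 with a second row had at most 3 counts over the 6 libraries, against 4.21% of the 95 without one (Fisher's exact test, two-sided, p of 5.57e-07). Among all protein-coding names the shares were 39.6% of 4629 and 9.06% of 16682. Whether the loss differs between groups was not tested, and no biological explanation was tested.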
